A study of Danio rerio with 12 samples.

How the data were processed

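The 12 libraries were made from whole zebrafish embryos of the AB strain, collected at 3 days after fertilisation. Each of 4 groups held 3 libraries, 1 from each of clutches 1, 2 and 4. The groups were exposed from a few hours after fertilisation to 0.1% dimethyl sulfoxide (DMSO, the solvent control), to 30 µM testosterone, to 30 µM testosterone with 5 µM calindol, or to 30 µM testosterone with 100 µM EGCG (epigallocatechin gallate, a plant polyphenol). The study design describes calindol as a weak and EGCG as a strong antagonist of GPRC6A, a membrane receptor. No group received an antagonist without testosterone, so an effect of an antagonist on its own cannot be separated from its effect on the response to testosterone.

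The values are the deposited gene counts, which per the file headers came from trimmed reads aligned with STAR and counted per gene with featureCounts. The libraries were directional and made from poly(A) RNA. Software versions, the genome build, the gene annotation, the strand setting and the treatment of reads that map to several places are not stated, so no gene positions are given. The table held 32520 genes, of which 5732 had no count in any library. Genes are named by the symbol in the table, and 577 symbols belonged to more than 1 identifier. A separate table of gene names held 29201 of the identifiers (89.8%). All 13 protein-coding genes of the mitochondrial genome had 0 counts in every library, so mitochondrial expression could not be measured. Values per library are CPM (counts scaled to a common library total), given as mean ± SD with n = 3.

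The 6 comparisons were tested together with edgeR 4.0.16 (R 4.3.3) on the counts. Genes were kept by filterByExpr with a minimum count of 10, which left 20237 genes. Libraries were scaled by the trimmed mean of M values, and the 12 libraries entered 1 quasi-likelihood fit with a mean per group, 8 residual degrees of freedom and a median of 6.68 prior degrees of freedom. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison. A gene passed the threshold at an adjusted p under 0.05. The standard error (SE) given beside a log2 fold change comes from the same fit. The common biological coefficient of variation was 13.1%. The samples in each group, the test, the gene lists, the rule for naming genes and the alternative settings were chosen before the data were examined. The exception is the choice to leave a clutch term out of the test, which followed the correlations given below.

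Counts were simulated with the depth of each library and with means and spread per gene taken from all 12 libraries. Changed genes were drawn only from those with a mean above 1 CPM, so the shares recovered do not cover genes with fewer counts. For testosterone against DMSO, the test recovered 167 of 200 changed genes (83.5%) and made 10 false calls among the 20004 genes tested. It recovered 74.1% of genes changed by a log2 fold of 1 and 95.5% of genes changed by a log2 fold of 2.

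The clutch number could pair the libraries across groups. After subtraction of group means, libraries of the same clutch had a mean correlation of 0.012 across genes (18 pairs, −0.086 to 0.1), and libraries of different clutches had a mean of −0.0057 (36 pairs, −0.23 to 0.22). The test therefore had no clutch term, and a fit with clutch as a block was run as an alternative.

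A gene counted as reversed by an antagonist when it passed the threshold for testosterone against DMSO and, with the opposite sign, for testosterone with the antagonist against testosterone alone. It counted as enhanced when both signs were equal. Both comparisons use the same testosterone libraries, so chance errors in these produce apparent reversal. The counts were therefore set beside 20 simulations in which the antagonist changed nothing. The receptor pattern, which a target of testosterone acting through GPRC6A would have if EGCG blocked the receptor and calindol did not, required a change in the same direction with testosterone and with testosterone and calindol against DMSO, and reversal by EGCG. Correlations of log2 fold changes between exposures share the DMSO libraries, and were set beside 100 simulations of groups that did not differ. All simulations gave every group the same spread per gene.

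The 11 gene lists covered heart, androgen response, estrogen response, glucocorticoid response, the xenobiotic receptors AhR (aryl hydrocarbon receptor) and PXR (pregnane X receptor), the oxidative stress regulator Nrf2, hatching gland, calcium-regulating hormones, hypoxia and proliferation. They were tested with camera from limma 3.58.1 on voom values with a preset correlation between genes of 0.01, and p-values were adjusted over all 66 tests. fry and camera with an estimated correlation were run beside it. The lists share a few genes, fkbp5 among them, which is in the androgen and the glucocorticoid list. A panel of 11 hormone receptor and pde9 genes was tested one by one. The authors are known to have followed up pde9 genes, so for these the values adjusted over the list alone are not independent evidence. A further 12 lists of tissue markers and of light- and clock-regulated genes were written after the largest changes had been seen. Their medians, and that of the estrogen list, were compared with the range from percentile 2.5 to percentile 97.5 of 10000 random lists of the same size matched for expression.

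Named genes followed a rule. For testosterone against DMSO they are the 5 genes with the highest and the 5 with the lowest log2 fold change, and for each other comparison the 3 highest and 3 lowest. They had to pass the threshold, reach a mean of at least 1 CPM in the higher group, have every library of one group above every library of the other, and have a symbol that is not provisional. By chance, 10% of unchanged genes would separate 3 libraries from 3 in this way. For the receptor pattern they are the 5 genes with the smallest p-value for testosterone with EGCG against testosterone under the same rule, so a gene with a provisional symbol was passed over. Where every library of the lower group had at most 3 counts, the fold is a lower bound computed against 3 counts. Genes and values named outside the rule were chosen after their values were seen. These are gprc6a with either antagonist, esr2b, cyp19a1b with calindol, per2, lonrf1l, cry5, star, cyp17a2, pomca, cyp11c1, fdx1b, members of the gene lists and groups of neighbouring genes.

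The alternatives chosen beforehand were DESeq2 size factors, no filter on low counts, a clutch block, the Wald test of DESeq2 1.42.0, a threshold that also asked for an absolute log2 fold change of at least 1, fits of only the 6 libraries compared, and fits that left out each library in turn. Added after seeing the data were libraries thinned to the smallest total, removal of a smooth trend on gene span, each of these with the clutch block, and leaving out the 10 genes with the most counts. Gene spans came from the RefSeq annotation of another assembly and covered 16934 of the tested genes (83.7%).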

Results

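Gene expression was measured by RNA sequencing in 12 libraries of whole zebrafish embryos, 3 in each of 4 groups, to find genes through which testosterone acts by way of the membrane receptor GPRC6A. Total counts were 18950351, 18908888 and 20799427 in the DMSO libraries of clutches 1, 2 and 4. They were 12668572, 18823074 and 22510680 with testosterone and 19635907, 19716849 and 16224041 with testosterone and calindol. With testosterone and EGCG they were 8181295, 15411090 and 17988541. The 10 most abundant genes took 7.95% to 10.9% of the counts of a library. Within groups, log2 CPM correlated across genes at Pearson r 0.9696 to 0.9889. Replicates differed by more than counting error, with a chi-square per degree of freedom between pairs of 3.08 to 22 over genes with at least 10 counts.

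Principal components of log2 CPM separated the groups. The first component held 35.1% of the variance and placed the calindol libraries from −60.1 to −40.5, the EGCG libraries from 31.8 to 60 and the testosterone libraries from −12.9 to 27.7. The second component held 15.8%, with the DMSO libraries from 36.3 to 44.8 and every other library below 0.

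**Figure D1:**
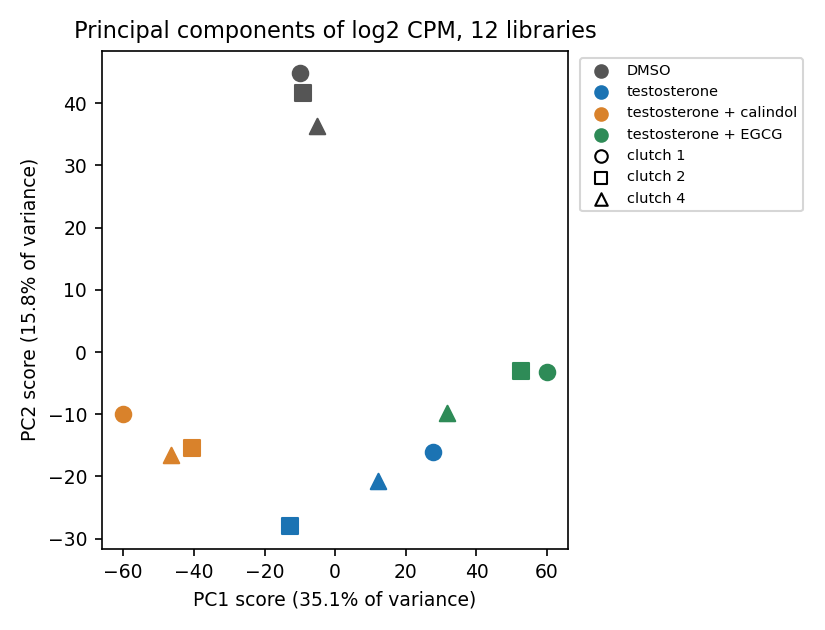
First and second principal component of log2 CPM over the 20237 genes tested, 1 point per library, coloured by group. Calindol and EGCG libraries lie at opposite ends of the first component, and DMSO libraries at the top of the second.

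The comparison of testosterone with DMSO asks which genes 3 days of testosterone changed. Of 20237 genes, 1278 (6.32%) passed the threshold, 592 higher and 686 lower, with a median absolute log2 fold change of 0.73. Among these, 429 (131 higher and 298 lower) also had an absolute log2 fold change of at least 1, which was the alternative that moved the count most. Without DMSO library 1, 2 or 4 the count was 624, 744 or 705.

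The gene encoding brain aromatase, cyp19a1b (ENSDARG00000098360), rose from 2.58 ± 0.41 to 44.4 ± 12.5 CPM (log2 fold change 4.10, SE 0.24, adjusted p 3.15e-07). The gene znf1024 (ENSDARG00000116815) rose from 0.183 ± 0.0923 to 2.62 ± 1.29 CPM (log2 fold change 3.77, SE 0.62, adjusted p 0.00192). The gene ggact.3 (ENSDARG00000070579) had no count in DMSO and 3.38 ± 1.40 CPM with testosterone, at least 22-fold higher (adjusted p 0.0019). The gene f13a1a.1 (ENSDARG00000045453) was at least 19.5-fold higher (0.053 ± 0.0529 and 2.99 ± 1.62 CPM, adjusted p 0.00762). For pole3 (ENSDARG00000008551), at least 10.3-fold higher at 1.59 ± 2.35 CPM, 1 library dominated the mean. Its adjusted p was 0.043, with a range of 0.00426 to 0.291 over all alternatives. It lost its call in 9 of the 12 fits without 1 library, among them those without DMSO library 1 (0.105), 2 (0.142) or 4 (0.158) and without testosterone library 1 (0.291). Among genes that fell, tdo2a (ENSDARG00000071429) went from 9.68 ± 0.806 to 0.0909 ± 0.114 CPM (log2 fold change −6.38, SE 0.48, adjusted p 2.48e-06), and fabp6 (ENSDARG00000044566) from 21.2 ± 1.88 to 0.769 ± 0.368 CPM (log2 fold change −4.86, SE 0.49, adjusted p 3.3e-05). The gene ldb2b (ENSDARG00000034896) fell from 3.87 ± 3.05 CPM to no count, at least 21.8-fold lower (adjusted p 0.016). Without DMSO library 2 its adjusted p was 0.0544, the highest of a range from 0.000949. The gene ctsbb (ENSDARG00000101051) fell from 1.47 ± 0.43 CPM to no count, at least 8.26-fold lower (adjusted p 0.00198). The gene tapt1b (ENSDARG00000061143) was at least 10.3-fold lower (adjusted p 0.0231). Its adjusted p ranged from 0.00445 to 0.0888 over the alternatives, above the threshold without DMSO library 2 (0.0856), without testosterone library 1 (0.0614) or 4 (0.0888), and with DESeq2 (0.0575). By the rule for naming, each of these 10 genes differed in the same direction in 3 of 3 libraries. For ldb2b, ctsbb, ggact.3 and tapt1b, genetic variants that differ between pools of embryos are weighed below as another explanation.

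The comparisons of each combined exposure with DMSO ask what changed when an antagonist was present with testosterone. With calindol, 5535 genes passed the threshold, 2323 higher and 3212 lower. The count was 4115 to 5911 across the 12 fits that each left out 1 library. With EGCG, 3445 passed, 1556 higher and 1889 lower, and more passed in a fit of only the 6 libraries compared, given with the alternatives. The majority with EGCG depended on the scaling, since with DESeq2 size factors 1822 were higher and 1698 lower. At an absolute log2 fold change of at least 1, 267 were higher and 581 lower with calindol, and 193 and 446 with EGCG. Without DMSO library 1, 2 or 4 the EGCG count was 1901, 1803 or 2283, and without EGCG library 1 or 2 it was 1836 or 1647.

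**Figure D2:**
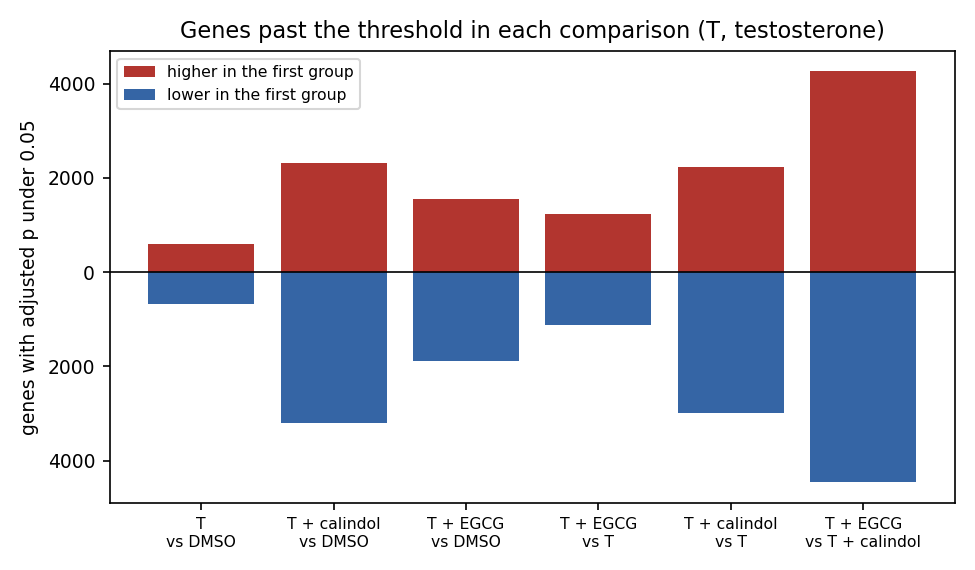
Number of genes with an adjusted p under 0.05 in each of the 6 comparisons, higher and lower. Testosterone against DMSO gave the fewest (1278), and EGCG against calindol the most (8719).

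With calindol, cyp1a (ENSDARG00000098315) rose from 11.2 ± 0.336 to 508 ± 282 CPM (log2 fold change 5.51, SE 0.30, adjusted p 1.69e-07). Its lowest calindol library had 345 CPM and its highest 834. The gene f13a1a.1 was at least 48.7-fold higher (adjusted p 0.000247) and ccl34a.3 (ENSDARG00000094983) at least 7.2-fold higher (adjusted p 0.000422) than in DMSO. The genes scpp9 (ENSDARG00000087178), tgm1l3 (ENSDARG00000005913) and gck (ENSDARG00000068006) fell by log2 fold changes of −3.78, −3.56 and −3.43 (adjusted p 0.00159, 6.54e-05 and 0.000336). With EGCG, cyp19a1b rose to 48.9 ± 5.2 CPM (log2 fold change 4.23, SE 0.24, adjusted p 3.29e-07). Its log2 fold change with calindol was 4.25 (adjusted p 1.69e-07). The gene f13a1a.1 was at least 35.3-fold and lepa (ENSDARG00000091085) at least 8.13-fold higher with EGCG (adjusted p 0.00145 and 0.00731). The gene urgcp (ENSDARG00000036767) fell from 37.1 ± 3.75 to 0.805 ± 0.5 CPM (log2 fold change −5.42, SE 0.41, adjusted p 1.38e-06). The genes ldb2b and fgfr1bl (ENSDARG00000075027, a symbol shared with another identifier) had no count with EGCG, at least 16.3-fold and 10.6-fold lower than in DMSO (adjusted p 0.0116 and 0.00145).

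**Figure D3:**
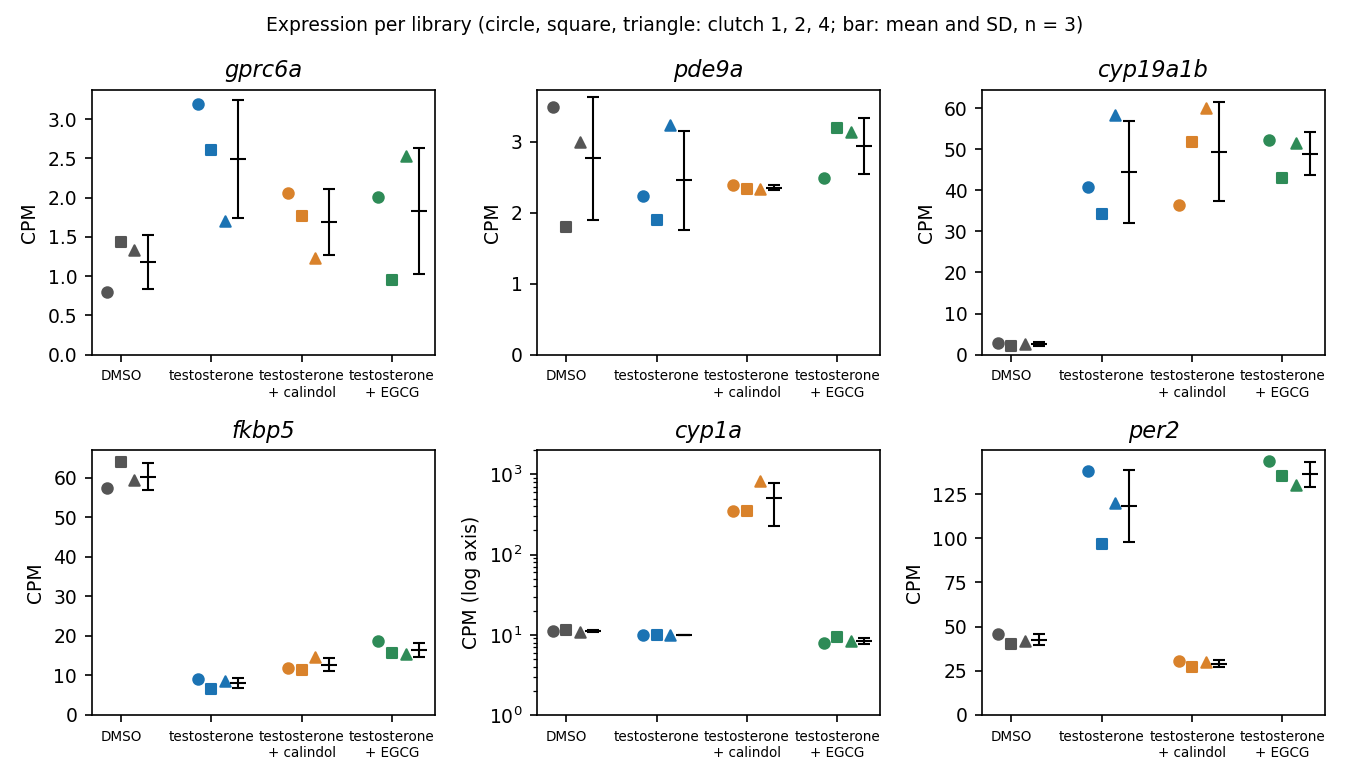
CPM of gprc6a, pde9a, cyp19a1b, fkbp5, cyp1a and per2 in each library (cyp1a on a log axis), with the marker shape for the clutch and a bar for the group mean and SD (n = 3). Expression of cyp1a was at least 345 CPM in every calindol library, and cyp19a1b was higher in all testosterone-exposed libraries than in DMSO.

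The direct comparison of each antagonist with testosterone alone asks what adding it changed. With EGCG, 2355 genes passed the threshold, 1224 higher and 1131 lower. After removal of the gene span trend 916 were higher and 1145 lower, with DESeq2 size factors 1360 and 904, and with the DESeq2 test 1718 and 1227, so the majority depended on the setting. Without EGCG library 1 or 2 the count was 737 or 584, and without testosterone library 2 it was 804. With calindol, 5225 passed, 2231 higher and 2994 lower, and 4049 to 5456 passed when 1 library was left out. A fit of only the 6 libraries compared gave a count below this range, given with the alternatives. EGCG raised lmo3 (ENSDARG00000008720) at least 6.41-fold, and mospd1 (ENSDARG00000028614) and gpr85 (ENSDARG00000068701) by log2 fold changes of 5.16 and 4.63 (adjusted p 0.00853, 0.0101 and 0.00217). Without EGCG library 2 the adjusted p of mospd1 was 0.0523, the highest of a range from 0.00112. EGCG lowered fgfr1bl at least 8.31-fold (adjusted p 0.00507), and ggact.3 by a log2 fold change of −3.43 (SE 0.74, adjusted p 0.0162). Without EGCG library 1 or 2 the adjusted p of ggact.3 was 0.0575 or 0.0754, within a range from 0.00369. The gene pla2g4ab (ENSDARG00000017141) fell by a log2 fold change of −2.06 (SE 0.60, adjusted p 0.041). It was past the threshold in only 4 of the 12 fits without 1 library, and its adjusted p ranged from 0.0329 to 0.137, the highest without testosterone library 4. Calindol raised cyp1a, tdo2a and ctso (ENSDARG00000052855) by log2 fold changes of 5.68, 4.23 and 3.95 (adjusted p 1.31e-07, 9.28e-05 and 0.000297). It lowered ggact.3 at least 20.3-fold (adjusted p 0.000641), pole3 at least 9.54-fold (adjusted p 0.0127) and syt6b (ENSDARG00000031463) at least 6.48-fold (adjusted p 0.00556). Without testosterone library 1 the adjusted p of pole3 was 0.123, within a range from 0.000561. Without testosterone library 4 that of syt6b was 0.0605, within a range from 0.00183.

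Of the 1278 genes changed by testosterone, EGCG reversed 206 and enhanced 48. Simulations without an antagonist effect gave 0.1 reversed genes on average and at most 1, which covers chance errors only. When the changes by EGCG were shuffled among genes of similar expression, 154 genes were reversed on average and at most 187. These shuffled simulations made too many calls to say what part of the 206 needs no relation to the testosterone effect. The choice that moved the EGCG count most, other than leaving out a library, was a log2 fold change of at least 1, which left 40. The count was 71 without EGCG library 2, 84 without EGCG library 1, 89 without testosterone library 2, 94, 134 and 95 without DMSO libraries 1, 2 and 4, and 341 without calindol library 1. Calindol reversed 508 genes and enhanced 98. Shuffled changes by calindol gave 246 reversed genes on average and at most 270. The count of 508 was 286, 315 and 304 without DMSO libraries 1, 2 and 4. Over the genes changed by testosterone, the median ratio of the log2 fold change with the antagonist to that with testosterone alone was 0.75 for EGCG and 0.56 for calindol. In simulations without an antagonist effect this ratio was 0.90 (0.89 to 0.91) and 0.89 (0.88 to 0.90).

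The receptor pattern was met by 122 genes, against 77 on average (highest 95) with shuffled changes by EGCG. Of the 122, 64 were higher and 58 lower with testosterone, with a median absolute log2 fold change of 0.65. In testosterone with EGCG against DMSO, 96 of them did not pass the threshold, 22 passed in the direction of testosterone and 4 in the opposite direction. The count was 40 without testosterone library 2, 50 and 45 without EGCG libraries 1 and 2, 50, 77 and 47 without DMSO libraries 1, 2 and 4, and 185 without calindol library 1. The smallest p-value for EGCG against testosterone belonged to baz2ba (ENSDARG00000057782), which changed by log2 fold changes of −0.32 with testosterone, −0.57 with calindol and 0.42 with EGCG against DMSO. Its log2 fold change between EGCG and testosterone was 0.74 (SE 0.08, adjusted p 0.000281). The next with a symbol that is not provisional were matn4 (ENSDARG00000015947, −0.63, adjusted p 0.000527), znf609a (ENSDARG00000103388, 0.61, adjusted p 0.00139), grk3 (ENSDARG00000104094, 0.57, adjusted p 0.00139) and apobb.2 (ENSDARG00000075016, −0.74, adjusted p 0.00139), given as the log2 fold change between EGCG and testosterone. Their log2 fold changes against DMSO were 0.29, −0.38, −0.29 and 0.92 with testosterone, 0.43, −0.61, −0.54 and 0.30 with calindol, and −0.33, 0.23, 0.28 and 0.18 with EGCG. For apobb.2, calindol thus also moved expression back (log2 fold change −0.62 against testosterone alone, adjusted p 0.000396). With EGCG against DMSO, baz2ba, matn4 and grk3 passed the threshold in the direction opposite to testosterone (adjusted p 0.00239, 0.00682 and 0.0196). They are among the 4 such genes, so EGCG moved them past the DMSO level and not only back to it. These named genes are thus not typical of the 122. Calls against DMSO among the 5 named genes were sensitive to single libraries. The testosterone call of baz2ba was lost in 4 of the 12 fits without 1 library, without DMSO library 1 or 4 or testosterone library 1 or 4 (adjusted p 0.00495 to 0.1 over the alternatives, highest without DMSO library 1). That of matn4 was lost in 5, without any DMSO library or testosterone library 1 or 2 (0.00119 to 0.0876, highest without DMSO library 1). That of grk3 was lost in 4, without DMSO library 1 or 4 or testosterone library 1 or 2, and with the clutch block (0.0198 to 0.125, highest without DMSO library 1). Its EGCG call was lost in 3, without DMSO library 2 or EGCG library 1 or 2 (0.00611 to 0.0918, highest without DMSO library 2). The testosterone call of znf609a was lost in 1, without DMSO library 4 (0.0527, range from 0.00167). The calindol call of apobb.2 was lost in 4, without DMSO library 1 or 4 or calindol library 1 or 2 (0.00502 to 0.112, highest without DMSO library 1).

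The direct comparison of EGCG with calindol, both with testosterone, asks how the antagonists differ. It gave 8719 genes past the threshold, 4261 higher and 4458 lower with EGCG, and 7074 to 9016 when 1 library was left out. With DESeq2 size factors the majority changed, with 4460 higher and 4023 lower. Among genes with an absolute log2 fold change of at least 1, 1358 were higher and 707 lower with EGCG. The genes tpd52 (ENSDARG00000061713), znf704 (ENSDARG00000061718) and he1.1 (ENSDARG00000023656) were higher with EGCG by log2 fold changes of 4.94, 4.56 and 3.98 (adjusted p 0.0012, 0.000545 and 5.99e-07). The genes cyp1a and plekhs1 (ENSDARG00000079227) were lower by −5.89 and −4.12 (adjusted p 6.01e-08 and 4.46e-07), and fgfr1bl was at least 15.9-fold lower (adjusted p 9.74e-05).

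Across genes, which are not independent replicates, the log2 fold changes against DMSO correlated at Pearson r 0.46 (Spearman 0.42) between testosterone and testosterone with calindol. They correlated at 0.64 (Spearman 0.48) between testosterone and testosterone with EGCG, and at 0.17 (Spearman 0.01) between the combined exposures. Groups that did not differ gave Pearson means of 0.49 (0.46 to 0.52), 0.47 (0.45 to 0.50) and 0.48 (0.44 to 0.50) because the DMSO libraries are shared. The setting that moved a correlation most was no filter on low counts, which gave 0.389 between the combined exposures. Without DMSO library 4 this value was 0.314. Of 652 genes changed with testosterone and with calindol, 622 changed in the same direction. Of 762 changed with testosterone and with EGCG, 757 did. Of 1459 changed with calindol and with EGCG, 646 changed in the same direction and 813 in opposite directions. Without DMSO library 1, 2 or 4 the first of these counts of shared direction was 319, 383 or 355, and the second was 413, 446 or 467. The count of opposite changes was 313, 267 and 429 without DMSO libraries 1, 2 and 4, and 320 and 264 without EGCG libraries 1 and 2. The count of 646 was 392 and 399 without DMSO libraries 1 and 2, and 427 without EGCG library 2.

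**Figure D4:**
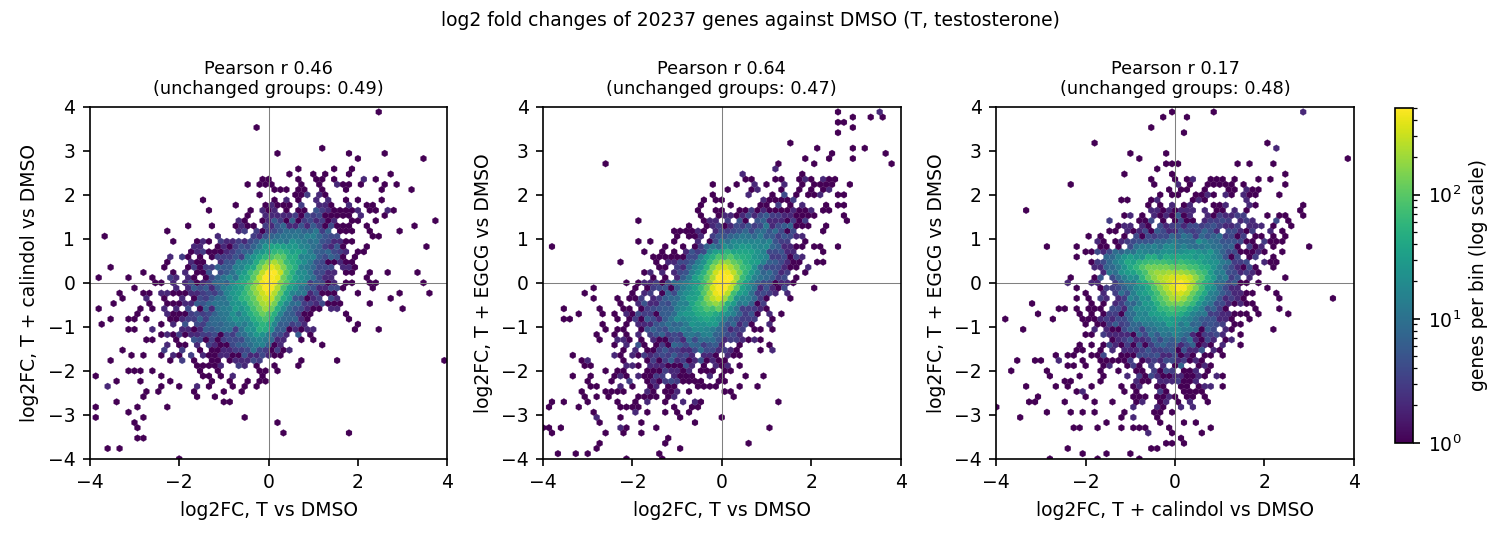
Log2 fold changes against DMSO of the 20237 genes, for each pair of exposures, coloured by the number of genes per bin on a log scale; values beyond ±4 are not drawn. Pearson r was 0.46, 0.64 and 0.17, against means of 0.49, 0.47 and 0.48 in simulations of groups that did not differ.

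Of the panel of 11 receptor and pde9 genes, 10 were in the table and 9 had enough counts for the test. Over the 6 comparisons, 2 results passed the threshold adjusted over the list alone and 2 over all genes tested, both for esr2b (ENSDARG00000034181), an estrogen receptor. It was lower with calindol than with testosterone alone (log2 fold change −0.85, SE 0.22, adjusted p 0.0114, 0.0158 adjusted over the list alone), below every testosterone library in 3 of 3 libraries. It was higher with EGCG than with calindol (log2 fold change 0.74, SE 0.23, adjusted p 0.0159, 0.0477 adjusted over the list alone), above every calindol library in 3 of 3 libraries. Without calindol library 1 the latter adjusted p was 0.0659, and without EGCG library 4 it was 0.0775, within a range from 0.013. The receptor gene gprc6a (ENSDARG00000005371) had 1.19 ± 0.344 CPM in DMSO and 2.5 ± 0.747 CPM with testosterone. Its log2 fold change of 1.05 (SE 0.39) had an adjusted p of 0.135, 0.0942 adjusted over the list alone, and was higher in 3 of 3 libraries. With calindol and with EGCG its log2 fold change against DMSO was 0.51 and 0.62 (adjusted p 0.377 and 0.309), each above every DMSO library in 2 of 3 libraries. The gene pde9a (ENSDARG00000060280) had 2.76 ± 0.868 CPM in DMSO and 2.45 ± 0.695 CPM with testosterone (log2 fold change −0.16, SE 0.28, adjusted p 0.815). Its sign was not stable, with 0.04 without DMSO library 1. Its log2 fold change was −0.24 with calindol and 0.10 with EGCG. For pde9al (ENSDARG00000076650) the log2 fold change with testosterone was −0.39 (SE 0.53, adjusted p 0.749), and 0.02 without testosterone library 2. For the nuclear androgen receptor ar (ENSDARG00000067976) it was −0.01 (SE 0.49, adjusted p 0.996), and 0.40 without DMSO library 2. The low counts of these genes limit the test, and even the change of gprc6a, larger than 2 SE, did not pass. Low counts need not be the only reason. The more abundant nr3c1 (ENSDARG00000025032), with 11.1 ± 0.773 CPM in DMSO and 14.5 ± 1.41 CPM with testosterone, did not pass either (log2 fold change 0.38, SE 0.15, adjusted p 0.154).

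Of the 66 tests of gene lists, 22 passed the threshold, against 29 at an unadjusted p under 0.05. In each of the 22, the list median of 3 of 3 libraries lay beyond every library of the group compared with. With fry 21 of the 22 held, all but proliferation with EGCG against DMSO (adjusted p 0.0931), and 33 passed in all. With an estimated correlation, which moved the count most, the count fell to 0, against 17 at an unadjusted p under 0.05. With testosterone against DMSO, the glucocorticoid list was lower (13 genes, median log2 fold change −0.55, adjusted p 6.88e-07), as were the PXR list (9 genes, −0.44, adjusted p 0.00187) and the androgen list (8 genes, −0.34, adjusted p 0.0468). The androgen list shares fkbp5 with the glucocorticoid list and cyp3a65 with the PXR list, and was not tested without them. Of its genes, 2 passed the threshold as higher and 4 as lower. The androgen list lost its call in 8 of the 12 fits without 1 library, at most at an adjusted p of 0.0834 without testosterone library 2, and with the clutch block (0.0676). The highest value over its alternatives was 0.222, with an estimated correlation, and the lowest 0.000357, with fry. The gene fkbp5 (ENSDARG00000028396), which is in the androgen and glucocorticoid lists, fell from 60.3 ± 3.46 to 8.07 ± 1.32 CPM with testosterone (log2 fold change −2.91, SE 0.13, adjusted p 1.53e-08, 3 of 3 libraries). Against testosterone alone, the glucocorticoid and androgen lists were higher with EGCG (0.44 and 0.44, adjusted p 0.00181 and 0.0213) and with calindol (0.81 and 0.53, adjusted p 0.000287 and 0.00852).

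The heart list of 26 genes had a median log2 fold change of 0.16 with testosterone against DMSO (adjusted p 0.265). It was higher with calindol than in DMSO (0.33, adjusted p 0.00181) and than with testosterone alone (0.21, adjusted p 0.0213, but 0.0842 without testosterone library 4). It was lower with EGCG than with testosterone alone (−0.26, adjusted p 0.0149, but 0.0609 without EGCG library 2) and than with calindol (−0.40, adjusted p 0.00167). Over all alternatives the adjusted p ranged up to 0.206 for calindol against testosterone and 0.184 for EGCG against testosterone, both with an estimated correlation. Its member nppa (ENSDARG00000052960), which encodes a natriuretic peptide, rose with testosterone from 11.5 ± 0.967 to 19.3 ± 3.39 CPM (log2 fold change 0.74, SE 0.14, adjusted p 0.00472, 3 of 3 libraries). The AhR list of 6 genes was higher with calindol than in DMSO (1.12, adjusted p 0.000822) and than with testosterone alone (1.29, adjusted p 0.000251), and lower with EGCG than with calindol (−1.12, adjusted p 0.00937). The Nrf2 list of 14 genes did the same (0.53, 0.59 and −0.54, adjusted p 4.42e-05, 8.25e-05 and 0.000657). With calindol against testosterone alone, the PXR list (0.31, adjusted p 0.00947) and the hypoxia list of 13 genes (0.35, adjusted p 0.00143) were also higher. The PXR list was lower with EGCG than in DMSO (−0.22, adjusted p 0.0147). The proliferation list of 15 genes was lower with EGCG than with testosterone alone (−0.17, adjusted p 0.00181) and than in DMSO (−0.24, adjusted p 0.0406). The latter call was lost without DMSO library 1 (0.0889) or 2 (0.061) and without EGCG library 2 (0.052), and its values ranged from 0.0124 to 0.51 over all alternatives. The estrogen list of 6 genes had medians of 2.79, 4.21 and 3.68 against DMSO with testosterone, with calindol and with EGCG, or 2.53, 3.96 and 3.36 with genes near 0 counts set to their bound. It did not pass the threshold (adjusted p 0.0794, 0.168 and 0.109), but did in 1, 2 and 4 of the 12 fits without 1 library. The adjusted p ranged from 0.0338 (without calindol library 1) to 0.485, from 0.0285 (without calindol library 4) to 0.534 and from 0.00425 (without EGCG library 2) to 0.51, highest with an estimated correlation. Against random lists, its medians lay above the ranges of −0.50 to 0.39, −0.48 to 0.50 and −0.58 to 0.43. The hatching gland list (8 genes, median 0.27 with testosterone against DMSO, adjusted p 0.831) and the calcium hormone list (12 genes, −0.12, adjusted p 0.407) passed in no comparison with camera. With fry, the hatching gland list passed in 5 of the 6 comparisons, all but testosterone against DMSO (adjusted p 0.00257 to 0.029, and 0.716), and the calcium hormone list in none.

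**Figure D5:**
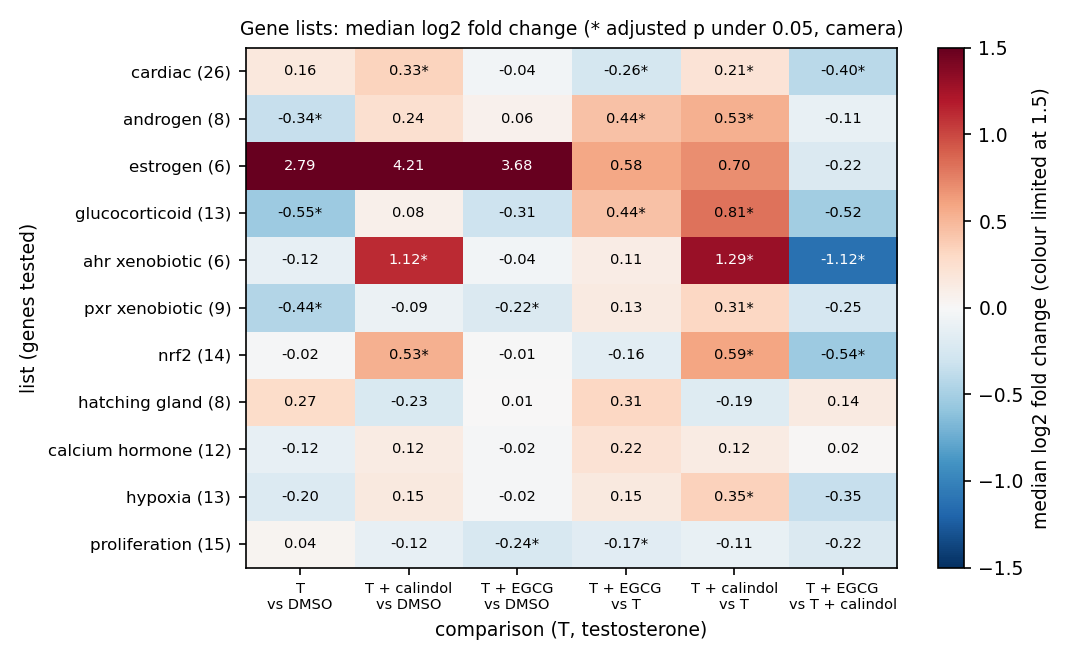
Median log2 fold change of each of the 11 gene lists in each of the 6 comparisons, with the number of genes tested beside each list and a star where the adjusted p was under 0.05. Of 66 tests, 22 were past the threshold, 3 of them for testosterone against DMSO.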

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

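In this part, the tests of a smaller share of nervous tissue, on other targets of the aryl hydrocarbon receptor (AhR) and on light-induced genes were chosen only after the results had been seen. Outlying libraries were not tested for, because each group held 3 libraries. The labels give no sequencing or library batch.

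The 813 genes that changed in opposite directions with calindol and with EGCG against DMSO stood out because the effects of the combined exposures differed. Of these, 674 were higher with EGCG and lower with calindol, and 139 the reverse. The count was 313, 267 and 429 without DMSO libraries 1, 2 and 4, and 320 and 264 without EGCG libraries 1 and 2. A difference in library depth is argued against as the whole cause, since 694 opposite changes were counted after thinning every library to the smallest total, although 535 with thinning and the clutch block together. A gene length bias is argued against as the whole cause by the 689 counted after the gene span trend was removed. With this removal and the clutch block together, 550 changed in opposite directions and 587 in the same direction. Dominance of a few genes is argued against by the 816 counted without the 10 most abundant genes. With DESeq2 size factors 899 were counted, but these shifted the median log2 fold change of all genes by at most 0.030. A scaling error common to both methods was therefore not tested. Nervous system markers had a median log2 fold change of −0.82 with calindol (random lists −0.20 to 0.17) and 0.27 with EGCG (random lists −0.12 to 0.13). The abundant marker elavl4 changed by −0.98 with calindol. The fall with calindol was −0.70 with the span trend removed (random lists −0.17 to 0.16), which argues against gene length as its whole cause. Removing the trend moved the median from −0.71 to −0.51 between calindol and testosterone alone, and from 1.16 to 0.75 between EGCG and calindol. Gene length may thus account for a part. A smaller share of nervous tissue with calindol would raise the markers of every other tissue alike, and it is argued against as the whole cause because these moved apart. Between calindol and testosterone alone, the medians of lens, liver, fast muscle and macrophage markers were −0.34, 0.22, 0.24 and 0.86. The median of fast muscle lay 0.58 above that of lens (random lists −0.27 to 0.31), and from 0.36, without testosterone library 1, to 0.77, without testosterone library 2, when 1 library was left out. The median of macrophages lay 0.62 above that of fast muscle (random lists −0.37 to 0.42, and 0.51 to 0.74 without 1 library). A smaller share of the whole head and eyes and a change in macrophages stay open. Reads shared between paralogs and an effect of either antagonist without testosterone were not tested. Different actions of the compounds on the embryo, including on its rate of development, stay open and untested.

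The gene cyp1a stood out because its log2 fold change between EGCG and calindol was −5.89, with 3 of 3 EGCG libraries below every calindol library. Depth is argued against, since the log2 fold change between calindol and testosterone alone was 5.53 in thinned libraries. A candidate explanation is a response of AhR targets to calindol. The 5 other AhR targets on a list written before the data were seen had a median log2 fold change of 1.21 between calindol and testosterone alone, and of 0.28 between EGCG and testosterone alone (random lists −0.32 to 0.38). Between calindol and testosterone alone, 4 of these 5 passed the threshold as higher, and tiparp changed by 0.02. Whether calindol itself, a breakdown product or an impurity would act on this receptor was not tested, and no library had calindol without testosterone.

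The gene per2 (ENSDARG00000034503), a light-induced clock gene, stood out because its log2 fold change was −2.02 between calindol and testosterone alone. It had 42.6 ± 3.17 CPM in DMSO, 118 ± 20.7 with testosterone, 29.1 ± 1.8 with calindol and 136 ± 6.79 with EGCG. Depth is argued against, since the log2 fold change was −2.02 in thinned libraries as well. The 9 other light-induced genes, a list without per2, lonrf1l and cry5 that had been seen to change, had a median log2 fold change of −0.72 between calindol and testosterone alone (random lists −0.32 to 0.23). This is consistent with a difference in light exposure or time of day at collection between the groups, which may have been collected in turn. The labels give no collection times, so this stays open, as does an effect of the compounds on these genes. Any such difference would also reach other clock-controlled genes in the comparisons, among them cry5, per1a and per1b of the glucocorticoid list.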

How the results depend on the processing

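Most alternative settings were chosen before any result was seen, and thinning, gene span, their combinations with the clutch block and leaving out the 10 most abundant genes only after the data had been seen. Numbers of genes past the threshold stayed within 1.5 times the reported count under DESeq2 size factors, no filter, the clutch block, the DESeq2 test, thinning alone, the span trend and leaving out abundant genes, in all 6 comparisons. Asking also for an absolute log2 fold change of at least 1 left 429 genes for testosterone, 848 for calindol and 639 for EGCG against DMSO, 206 for EGCG and 761 for calindol against testosterone, and 2065 for EGCG against calindol. It left 40 genes reversed by EGCG, 153 reversed by calindol and 12 receptor pattern genes. This follows from the stricter threshold. Fits of only the 6 libraries compared gave 5876 genes for EGCG against DMSO and 3303 for calindol against testosterone, and the cause was not tested. The fit of all 12 libraries shares 1 spread per gene between groups, but replicate pairs differed in spread. Their chi-square per degree of freedom was 4.19 to 5.27 in DMSO and 11.1 to 16 with testosterone. It was 6.49 to 22 with calindol and 3.08 to 6.65 with EGCG. Thinning with the clutch block gave 838 genes for testosterone against DMSO and 535 opposite changes with calindol and EGCG, and the cause was not tested. The DESeq2 test gave 311 genes reversed by EGCG and 184 receptor pattern genes, and the cause was not tested.

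A count does not say which genes passed. For testosterone against DMSO, the 1291 genes with DESeq2 size factors included 1272 of the 1278, the 1642 with the DESeq2 test included 1262, the 1370 without a filter included 1201, and the 1082 with the clutch block included 1041.

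Across the 12 fits that each left out 1 library, testosterone against DMSO gave 624 to 1649 genes, lowest without DMSO library 1 and 744 and 705 without DMSO libraries 2 and 4. Calindol against DMSO gave 4115 to 5911. EGCG against DMSO gave 1647 to 4252, lowest without EGCG library 2, with 1836 without EGCG library 1 and 1901, 1803 and 2283 without DMSO libraries 1, 2 and 4. EGCG against testosterone gave 584 to 3199, lowest without EGCG library 2, with 737 without EGCG library 1 and 804 without testosterone library 2. Calindol against testosterone gave 4049 to 5456, and EGCG against calindol 7074 to 9016. Leaving out calindol library 1 gave the highest count for 3 comparisons that do not use it, testosterone and EGCG against DMSO and EGCG against testosterone. Fewer libraries lower the count in part because the test has fewer samples.

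Genes reversed by EGCG numbered 71 to 341, lowest without EGCG library 2 and highest without calindol library 1, with 84 without EGCG library 1, 89 without testosterone library 2, and 94, 134 and 95 without DMSO libraries 1, 2 and 4. Genes reversed by calindol numbered 286 to 585, with 286, 315 and 304 without DMSO libraries 1, 2 and 4. Receptor pattern genes numbered 40 to 185, lowest without testosterone library 2 and highest without calindol library 1, with 50 and 45 without EGCG libraries 1 and 2, and 50, 77 and 47 without DMSO libraries 1, 2 and 4. Opposite changes with calindol and EGCG numbered 264 to 988, with 313, 267 and 429 without DMSO libraries 1, 2 and 4, and 320 and 264 without EGCG libraries 1 and 2. Changes in the same direction numbered 392 to 755 for calindol and EGCG (392 and 399 without DMSO libraries 1 and 2, 427 without EGCG library 2), 319 to 731 for testosterone and calindol (319, 383 and 355 without DMSO libraries 1, 2 and 4) and 413 to 967 for testosterone and EGCG (413, 446 and 467 without DMSO libraries 1, 2 and 4).

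The correlation of log2 fold changes between calindol and EGCG was 0.389 with no filter on low counts, and the cause was not tested. Without 1 library it was 0.119 to 0.314. The correlation of testosterone with calindol was 0.35 to 0.53, and that of testosterone with EGCG 0.532 to 0.695. DESeq2 size factors shifted the median log2 fold change of all genes by at most 0.030.

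The number of gene list tests past the threshold was 20 to 26 without 1 library, 33 with fry and 24 with the clutch block. Of the 22 reported, fry and the clutch block each kept 21. With an estimated correlation it was 0, against 17 tests at an unadjusted p under 0.05, and the cause was not tested. The clutch block turned 1 gene and 1 list weaker, grk3 for testosterone against DMSO (adjusted p 0.0554, range over the alternatives 0.0198 to 0.125) and the androgen list (0.0676, range 0.000357 to 0.222). It brought 3 lists past the threshold, hypoxia for testosterone against DMSO (0.0421) and for EGCG against testosterone (0.0407), and proliferation for calindol against testosterone (0.0493). It changed no other call among the results reported.

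Some signs reversed, each for a gene far from the threshold in testosterone against DMSO. The log2 fold change of ar was 0.01 with the clutch block and −0.24 to 0.40 across the fits that each left out 1 library, positive without DMSO library 2 (0.40) or testosterone library 1 (0.18). Across the same fits it was −0.46 to 0.21 for gper1, positive without DMSO library 4 (0.21) or testosterone library 1 (0.05), and −0.17 to 0.34 for esr2a, negative without DMSO library 1 (−0.10) or testosterone library 1 (−0.17). It was −0.43 to 0.04 for pde9a (0.04 without DMSO library 1), −0.33 to 0.25 for pgr (0.25 without testosterone library 1) and −0.81 to 0.02 for pde9al (0.02 without testosterone library 2). The cause was not tested. Low counts limit these genes, whose standard errors of 0.28 to 0.60 exceed their changes.

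For the 80 gene results, fits without 1 library gave 960 values, of which 900 kept direction and side of the threshold, 49 were weaker, 2 stronger and 9 reversed. Other choices gave 316 values, of which 311 kept both, 2 were weaker, 2 stronger and 1 reversed. The stronger values were for znf609a with EGCG against DMSO. For the 22 gene lists past the threshold, fits without 1 library gave 264 values, 251 unchanged in direction and side and 13 weaker, in 4 lists. Other choices gave 66 values, 42 unchanged and 24 weaker.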

Other observations

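In this part, the tests of shuffled antagonist effects, of neighbouring genes and of correlated deviations were chosen only after the results had been seen. The tests of the other splits were chosen before. The pituitary gene pomca was named after its values had been seen.

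For each comparison, the 6 libraries allow 10 splits into 3 and 3, so the share of splits with a result as large cannot go under 0.1. In each of the 6 comparisons, 1 of the 10 splits, the real one, gave as many genes past the threshold. The highest count of any other split was 19 for EGCG against testosterone and 1 for calindol against testosterone. By clutch, 4 of the 10 splits part all 3 pairs, the real one among them, and 6 part only 1 pair. Of the 4, 1 gave as many genes. For gene lists, p-values were adjusted within each comparison, so the real counts, 2, 3, 1, 5, 8 and 3 in the order below, differ from those adjusted over all 66 tests. As many passed in 4 of the 10 splits for testosterone against DMSO, in 4 for calindol and 3 for EGCG against DMSO, in 2 for EGCG and 1 for calindol against testosterone, and in 3 for EGCG against calindol. The number of lists past the threshold in this count is therefore not beyond what other splits gave, except for calindol against testosterone, where the share is the smallest possible. Of 100 regroupings of the libraries, 4 gave as many genes reversed by EGCG (highest other count 557), 1 as many reversed by calindol (highest other count 202), and 1 as many receptor pattern genes, the real grouping included. The other regroupings with as many genes reversed by EGCG each kept 1 real group intact in the role of testosterone.

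Among genes past the threshold for testosterone against DMSO and for an antagonist against testosterone, 81.1% moved back toward DMSO with EGCG and 83.8% with calindol. When the changes by the antagonist were shuffled among genes of similar expression, in 20 simulations each, the shares were 64.6% (57.8% to 73.3%) and 62.0% (56.2% to 67.9%). Both observed shares lay above the simulated ranges. The simulation gave every group the same spread per gene, but testosterone replicates differed more than DMSO replicates (chi-square per degree of freedom 11.1 to 16 against 4.19 to 5.27). Errors in the shared testosterone libraries may thus exceed those simulated. The shares therefore cannot exclude an antagonist effect unrelated to what testosterone did to a gene. Shuffled effects gave 154 reversed genes on average with EGCG (highest 187) against 206, and 77 receptor pattern genes (highest 95) against 122. For calindol they gave 246 reversed genes (highest 270) against 508. The simulation was adjusted once, because a first version made too many calls. The version used still made 1569 testosterone calls on average against 1278, and 2699 calls for EGCG against testosterone against 2355, so its counts for EGCG are too high to say what part of the reversal needs no relation. For calindol against testosterone it made 4640 calls against 5225. Because calindol, described as the weaker antagonist, reversed more genes than EGCG, the order of the reversal counts was not the order of strength in the design. Neither count separates block of GPRC6A from other actions of the compounds.

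The glucocorticoid list was lower with testosterone. A fall in cortisol through feedback on the pituitary would lower pomca (ENSDARG00000043135), and a block of the glucocorticoid receptor might raise it. Its log2 fold change was 0.52 (SE 0.32, adjusted p 0.391, range over the alternatives 0.284 to 0.757, above every DMSO library in 2 of 3 libraries), which does not decide between them, and the 2 explanations cannot be told apart with these counts. Against DMSO, pomca changed by 1.54 with calindol (SE 0.31, adjusted p 0.00174) and by 0.41 with EGCG (SE 0.33, adjusted p 0.42). The glucocorticoid list had medians of 0.08 and −0.31 there. No group had an antagonist alone, so these values do not decide either. Of the steroid synthesis genes, star (ENSDARG00000006137) changed with testosterone by −1.01 (SE 0.20, adjusted p 0.00591) and cyp17a2 (ENSDARG00000053966) by −2.07 (SE 0.41, adjusted p 0.00669), each below every DMSO library in 3 of 3 libraries. The others tested, cyp11c1 (−0.22, SE 0.30, adjusted p 0.745) and fdx1b (−0.03, SE 0.76, adjusted p 0.989), did not pass. The list shares cry5, per1a and per1b with the light and clock lists, so a difference in light or time of day could contribute.

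There were 7 genes with no count in all 3 libraries of one group and at least 1 CPM in all 3 libraries of another, ldb2b, ctsbb, ggact.3 and fgfr1bl among them. Strain or parental variants that differ between the pools of embryos are a candidate explanation, since linked genes would then change together. By the labels, each group held 1 library from each of clutches 1, 2 and 4, so parental variants would part clutches and not groups. The explanation therefore needs groups that did not share parents within a clutch number, which the labels do not show. Genotype would then be confounded with exposure. Strongly changed genes (absolute log2 fold change of at least 1 past the threshold) lay near each other more often than chance. For testosterone against DMSO, 54 pairs with the same sign lay within 5 genes of each other against 17.9 with random placement, a ratio of 3.02 (permutation p 1e-04, the smallest that 10000 permutations can give). The ratio was 1.12 for calindol against DMSO (permutation p 0.154), 3.08 for EGCG against DMSO, 4.94 for EGCG against testosterone, 1.74 for calindol against testosterone and 1.29 for EGCG against calindol (permutation p 1e-04 for each of these 4). Within groups, deviations of adjacent genes correlated at a mean of 0.038 (SE 0.0041), and those of genes 50 apart at 0.0078 (SE 0.0042). Gene order came from another assembly and covered 16284 of the tested genes (80.5%). Local co-regulation of neighbours would give the same pattern and was not tested, so it stays open. The genes ldb2b and tapt1b, which both fell with testosterone and EGCG, belong to 1 such group of neighbours, and tpd52, hpca and znf704, which rose with EGCG, to another.

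Medians of the other marker lists, as log2 fold changes against DMSO with testosterone, with calindol and with EGCG, are given here without explanation. Light-induced genes had 0.80, −0.04 and 0.44, genes of the negative arm of the clock −0.15, −0.36 and 0.48, and genes of its positive arm 0.30, 0.21 and 0.35. Nervous system markers had −0.20 with testosterone. Photoreceptor markers had −0.37, −0.76 and 0.14, and lens markers −0.07, −0.36 and 0.36. Liver markers had −0.16, 0.04 and −0.50, and exocrine pancreas markers −1.36, −1.24 and −0.57. Macrophage markers had −0.33, 0.32 and −0.90, and neutrophil markers −0.18, 0.36 and −0.28. Fast muscle markers had −0.01, 0.25 and −0.29, and erythroid markers 0.12, 0.16 and 0.06, within the range of random lists in all 3. The lists overlap in places, with cpa5 in the pancreas and neutrophil lists and tefa and tefb in the light-induced and negative arm lists. Whole embryos hold all of these tissues.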
